# Epigenomics of Neural Cells: REST-Induced Down- and Upregulation of Gene Expression in a Two-Clone PC12 Cell Model

**DOI:** 10.1155/2015/202914

**Published:** 2015-08-27

**Authors:** Jose M. Garcia-Manteiga, Silvia Bonfiglio, Maria Luisa Malosio, Dejan Lazarevic, Elia Stupka, Davide Cittaro, Jacopo Meldolesi

## Abstract

Cell epigenomics depends on the marks released by transcription factors operating via the assembly of complexes that induce focal changes of DNA and histone structure. Among these factors is REST, a repressor that, via its strong decrease, governs both neuronal and neural cell differentiation and specificity. REST operation on thousands of possible genes can occur directly or via indirect mechanisms including repression of other factors. In previous studies of gene down- and upregulation, processes had been only partially investigated in neural cells. PC12 are well-known neural cells sharing properties with neurons. In the widely used PC12 populations, low-REST cells coexist with few, spontaneous high-REST PC12 cells. High- and low-REST PC12 clones were employed to investigate the role and the mechanisms of the repressor action. Among 15,500 expressed genes we identified 1,770 target and nontarget, REST-dependent genes. Functionally, these genes were found to operate in many pathways, from synaptic function to extracellular matrix. Mechanistically, downregulated genes were predominantly repressed directly by REST; upregulated genes were mostly governed indirectly. Among other factors, Polycomb complexes cooperated with REST for downregulation, and Smad3 and Myod1 participated in upregulation. In conclusion, we have highlighted that PC12 clones are a useful model to investigate REST, opening opportunities to development of epigenomic investigation.

## 1. Introduction

REST (RE-1 silencing transcription factor, otherwise called NRSF), a repressor of gene expression, is known to play different roles in neural and nonneural cells. In neural cells, due to the increased proteasomal degradation initiated during differentiation, the levels of REST are low. As a consequence, REST repression is also low, the expression of possible target genes is increased, and their role in the specific structure and function of these cells is relevant [1, 2]. In contrast, in most nonneural cells levels of REST are high, and repression of target genes, induced by REST binding to RE-1, a DNA sequence included in the promoters and other regulatory regions, is also high. Possible REST targets were initially believed to be over 2,000 [3–9]. Recently, however, upon integrated computational analyses of available REST ChIP-Seq datasets, the number of these genes was increased to almost 6,000 [10–15].

For many years, the study of REST repression was carried out mostly in nonneural cells. The investigation of REST targets in neural cells was limited [16–19]. Such investigation has been recently extended to neuronal populations differentiated* in vitro* from human pluripotent stem cells (iPSCs) [20]. Such populations, however, include neuronal subtypes at various stages of maturation together with neuronal progenitors and glial cells that express high levels of REST. Therefore, the data on differentiated iPSCs should be considered with caution [20].

In the present study, the role of REST has been investigated by the comparison of two clones of PC12, a mature neural cell line isolated from a rat pheochromocytoma [21], often employed as a neuronal model [22, 23]. Wild-type PC12 (wtPC12) cells, characterized by very low REST [22, 23], do not account for the properties of the whole line. In fact, a few PC12 clones spontaneously exhibit a peculiar phenotype [24–26] and REST levels 50–80-fold higher than wtPC12 [27, 28]. Transfection of wtPC12 clones with the repressor and of high-REST PC12 (hrPC12) clones with dominant negative constructs was shown to attenuate the differential properties of the two types of clones, suggesting many differences between the two clones to be due to their different REST levels [28–30]. Therefore, an epigenetic investigation of REST does not require the parallel use of neural and nonneural cell lines, or the manipulation of one such line, but can be done by comparing the properties of appropriate clones of the same PC12 line.

A few thousand gene transcriptome analyses of hrPC12 and wtPC12 clones, carried out in 2002 by a first generation microarray technology [31], had remained without functional integration with sequence analyses, such as the ChIP-Seq ENCODE and databases, made available only recently. This limitation prevented epigenetic interpretations. Repression by REST, occurring mostly via the deacetylation and methylation/demethylation of histone H3 [1, 2, 10, 15, 32], is known in fact to induce generation of highly informative marks of the epigenetic events taking place in the corresponding genes [32].

By the RNA-Seq investigation of gene expression in hrPC12 and wtPC12 clones we have now reached a global transcriptome landscape: ~15,500 genes, with ~8,000 gene ontology annotations of function, 1,770 of these genes strongly down- and upregulated in the hrPC12. Our RNA-Seq studies have not been complemented with ChIP-Seq analyses. However, by the integration with the available ChIP-Seq datasets and the Roadmap Epigenomics project we have identified, among the up- and downregulated genes, those possibly governed directly by the repressor and those that appear governed indirectly, via the involvement of other factors, in particular transcription factors (TFs) [1, 2]. The transcription signature analysis has revealed a cooperation of REST with the Polycomb repressor complexes (PRCs) [33–36]. The synergism REST/PRC, which operates in the control of many genes and several neural phenotype pathways, appears to play relevant roles in the epigenomic regulation. Two other TFs, Smad3 [37] and Myod1 [38], were found to be involved in the upregulation. In conclusion, only a fraction of the down- and upregulated genes of the RNA-Seq list, the possible direct targets of REST for ChIP-Seq and Roadmap Epigenomic databases, might be of special interest for the epigenetic evaluation.

## 2. Materials and Methods

### 2.1. RNA Sequencing and Data Analysis

The RNA, extracted with the RNeasy Mini Kit (Qiagen, Valencia, CA) from two, carefully washed clones of PC12, the wtPC12 and the hrPC12 previously referred to as PC12–27 [24, 25, 28, 30], was analyzed with the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). Libraries, prepared starting from 2 *μ*g of RNA/sample with the Illumina TruSeq RNA Sample Prep kit v2 procedure, were quantified by the Qubit BR assay (Life Technologies, Illkirch, France) and the Agilent 2100 Bioanalyzer and sequenced on the Illumina HiSeq 2000 platform. Quality control of the obtained reads and alignment to the rat reference genome (RGSC3.4/rn4) were performed using FASTQC suite with default parameters (FastQC, a quality control tool for high throughput sequence data, http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and the TopHat aligner [39]. Gene expression read counts were exported and analyzed in R to identify differential expressed genes (DEGs), using the* DESeq* Bioconductor library [40]. Genes with a baseMean value < 5 for all samples, or showing 0 reads as baseMean in either wtPC12 or hrP12, were filtered out to avoid infinite and 0 values of log_2_ fold changes (FC). *p* values were adjusted using a threshold for false discovery rate (FDR) ≤ 0.01 using the Benjamini and Hochberg correction [41]. Genes listed as DEGs are shown in Table S1. 

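The count files list 25810 genes, of which 18416 had at least 1 read in any library and 15479 had reads in both clones. A minimum mean normalized count of 5 over the 4 libraries removed 4309 of the 18416 genes. Another 381 genes were removed because neither library of one clone held a read, which left 13726 genes for the test. Of these, 1796 had an adjusted p value under 0.01 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 980 lower and 816 higher in hrPC12. In 382 of the 1796 genes the log2 FC lay within 2 in either direction.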

Genes additionally filtered for an absolute value of log_2_ FC > 2 (total 1,770) were used for further analysis. Box-whiskers and Volcano plots analyses were performed using R standard functions. Variance stabilizing transformation function in* DESEq* library of expression values was plotted with the* heatmap* library after scaling to* Z*-score of the rows. Raw data are available through Gene Expression Omnibus (GEO (http://www.ncbi.nlm.nih.gov/geo/) with accession number GSE59946).

### 2.2. Enrichr Enrichment Analysis

Rat gene symbols were translated into their human orthologs using BioMart [42].* Enrichr* tool [43] was used programmatically through specific python scripts to query the different databases.

Adjustment for multiple comparisons [41] was applied (*p* adj. function in R) and results were filtered by using two cutoffs: adj. *p* value < 0.05 and* Z*-score < −1.5. The* Z*-score applies a correction to the Fisher exact test *p* value that* Enrichr* developed in order to correct for the possible false positive results coming from large gene sets giving lower *p* values with big gene overlaps.* Z*-scores less than −1.5 represent pathways performing better than random combinations of genes in terms of *p* value. The combined score (log (*p* value) *∗ Z*-score) serves to rank terms, taking into account both approaches [43].

### 2.3. TF ChIP-Seq: Pathways and Epigenomics Enrichment Analyses

ENCODE TF ChIP-seq and ChEA [44] databases were used for TF analyses. KEGG, BioCarta, WikiPathways, and Reactome were used for pathway analyses. TF protein-protein interactions (PPIs) were used for the upregulation signature. Epigenomic Roadmap project data was used to find enrichment in epigenomic signatures using sequencing technologies that map DNA methylation, histone modifications, chromatin accessibility, and small RNA transcripts (http://www.roadmapepigenomics.org/) [32].

### 2.4. Gene-Pathway Networks

*Enrichr* results were imported into the R environment, and genes in significant pathways were interconnected to build networks of genes to pathways via the igraph R library.

### 2.5. TF Targets and Histone Marks Definition

Among the fractions of the hrPC12 DE genes, REST potential targets were defined as those found to overlap significantly with enriched ChIP-Seq datasets, thus immunoprecipitated by the anti-REST antibody in at least one cell type and context, gene overlapping our RNA-Seq experimental cell model. Similarly, the PRC potential targets were defined as subunits found to overlap significantly with enriched ChIP-seq datasets of the subunits Suz12, Ehz2, Rnf2, or Jarid2. Histone marks in Roadmap Epigenomics datasets were considered if overlapped significantly with our RNA-Seq data.

### 2.6. Statistical Tests

Median log_2_ fold changes were compared using a two-sample Wilcoxon/Mann-Whitney test (wilcoxon.test function in R). *p* values < 0.05 were considered significant.

## 3. Results

### 3.1. Global RNA-Seq Signature

In order to carry out the global RNA-Seq transcriptome landscape investigation, ~90 million reads, corresponding to 100 bp paired-end reads, were produced on an Illumina HiSeq 2000 platform for each PC12 clone, with high quality scores. 

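RNA of the low-REST clone wtPC12 and of the high-REST clone hrPC12, both derived from the rat pheochromocytoma line PC12, was sequenced in 2 libraries per clone. The authors aligned the paired-end reads to the rat genome build rn4 with TopHat and deposited, for each library, the number of reads counted on each gene, without normalization. The reads counted on genes were 20975027 and 21999191 in wtPC12 replicates 1 and 2, and 27246502 and 21634943 in hrPC12 replicates 1 and 2. Together with reads that fell outside genes or in more than 1 gene and reads without a unique position, the files account for 105 M reads in wtPC12 and 126 M in hrPC12, where the paper states about 90 M per clone. Neither says whether a read pair counts as 1 read, so the 2 figures may not be comparable. The values given here use the reads on genes. Counts were normalized with edgeR's TMM factors (0.942, 1.01, 0.997 and 1.05 in the order above) and are reported as the mean of the 2 libraries of a clone with its SD. Fold changes are hrPC12 over wtPC12, as fitted by edgeR. Their standard errors are approximate, since they were computed back from the F statistic of edgeR's test. A gene with at most 3 reads in each library of a clone was taken as at the limit of detection, and its fold change is given as a lower bound, computed with 3 reads, or 2.54 to 3.49 normalized counts depending on the library. Such limits cover counting error only, since the reads carry no molecular identifiers. With 2 libraries per clone, a 2-sided permutation test of a single gene cannot give a p value under 0.333, so every test shares its estimate of variability across genes. Each REST level is represented by 1 clone, so REST and any other difference between the clones are not separated by these libraries.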

The sequence reads mapping the rat genome were counted, and the differentially expressed (DE) gene values of the two clones were compared using the DESEq package in Bioconductor [40]. Adjusted (adj.) *p* value corrections for false discovery rate were calculated according to Benjamini and Hochberg [41]. Collectively, the comparative analysis in the two clones yielded a list of 1,770 DE genes with absolute log_2_ fold changes (hrPC12/wtPC12) (log_2_ FC) > 2 and adj. *p* values < 0.01 after multiple test corrections. 

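Rest, the gene that defines the clones, had 87.4 ± 62.8 normalized counts (SD, n = 2) in wtPC12 and 939 ± 35.0 (SD, n = 2) in hrPC12. Its log2 FC was 3.42 (standard error 0.57, adjusted p = 0.0115 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or 10.7-fold, which is past the log2 FC threshold and not past the adjusted p threshold of 0.01. The wtPC12 libraries differed from each other, with 43.0 and 132 normalized counts, and the log2 FC was 2.80 without wtPC12 replicate 1 and 4.44 without wtPC12 replicate 2. Over the other settings that test for any change, edgeR or DESeq2 gave an adjusted p (Benjamini-Hochberg) for Rest that ranged from 1.81e-10 to 0.0132. Among all tested genes, 749 were lower and 665 higher in hrPC12 past both thresholds, 1414 in all. In each of the 1414 genes both libraries of one clone lay above both of the other, as did 73.5% of all tested genes, where chance gives 33.3%. In 323 of the 1414 genes one clone was at the limit of detection. The alternative that lowered these counts most was edgeR's glmTreat, which tests for a change past a log2 FC of 2 instead of for any change, and which left 353 genes lower and 321 higher. Other settings raised them, to 901 lower and 870 higher with edgeR's RLE factors, 912 and 878 with DESeq2, 835 and 902 with library totals alone, and 844 and 873 with edgeR's filterByExpr. Without a test, 1079 genes had a log2 FC below −2 and 1190 above 2. From earlier transfection studies, in which a change of REST attenuated the differences between such clones, the paper proposes that many of these differences are due to REST, and on that ground it takes the comparison of the clones as one of REST levels and the DE genes as its signature.

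**Figure D1:**
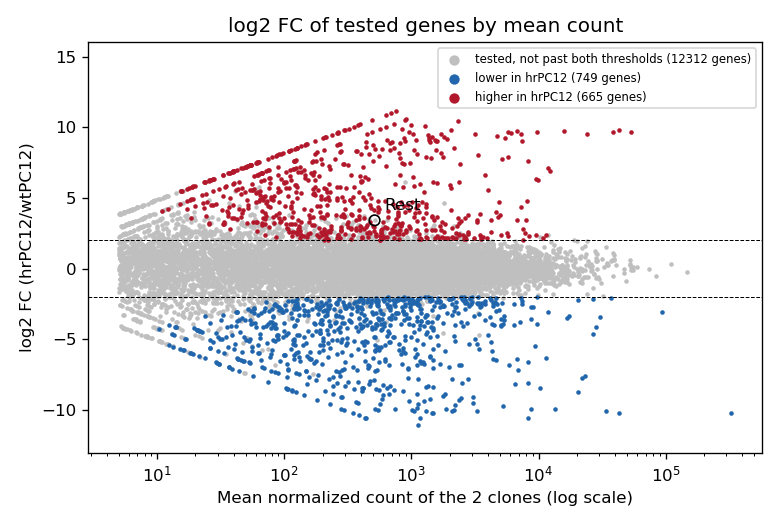
The log2 FC (hrPC12/wtPC12, fitted) of each tested gene is plotted against its mean normalized count in both clones on a log scale, with 749 genes lower (blue) and 665 higher (red) in hrPC12 past both thresholds and the other tested genes in grey. Dashed lines mark log2 FC of −2 and 2, and the open circle marks Rest at 3.42.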

After applying log_2_ FC and adj. *p* value cutoffs, almost 900 downregulated and almost 900 upregulated genes were identified (Figure 1(a); see Table S1 in Supplementary Material available online at http://dx.doi.org/10.1155/2015/202914). 

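Of the 1768 genes of the paper's Table S1, 1767 could be tested here, and all 1767 changed in the direction given there. Both thresholds were passed by 1398 of them, and 362 of the other 369 had an adjusted p of 0.01 or more from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. An unadjusted p under 0.05 was found for 365 of those 369. Another 16 genes passed both thresholds and are not in Table S1. Across genes, which are not independent replicates, the log2 FC had a Pearson r of 0.9998 with that of Table S1. Among DE genes with at least 100 normalized counts in the higher clone, the most negative fitted log2 FC included those of A4galt, Xkr7, Fam5b and Syt4. In the first 3 of these hrPC12 was at the limit of detection. A4galt was at least 807-fold lower in hrPC12, Xkr7 at least 312-fold (185-fold without wtPC12 replicate 2) and Fam5b at least 313-fold. Syt4, which codes for a synaptotagmin, had 16593 ± 1112 normalized counts (SD, n = 2) in wtPC12 and 11.2 ± 2.72 (SD, n = 2) in hrPC12, a log2 FC of −10.53 (standard error 0.30, adjusted p = 0.000243 from edgeR's test, Benjamini-Hochberg). The counts left in the hrPC12 libraries are 0.0561% and 0.0793% of the wtPC12 mean. In the other direction, wtPC12 was at the limit of detection for all 5 genes with the highest fitted values. Mpeg1 was at least 458-fold higher in hrPC12, Aff3 at least 421-fold, the gene listed as D4A314_RAT at least 382-fold, Osr1 at least 555-fold and A2m at least 296-fold. The bound of D4A314_RAT was 255-fold without hrPC12 replicate 1. Osr1 lies in a run of 70 neighbouring genes with counts higher in hrPC12 replicate 1 than in replicate 2, and its log2 FC of 10.55 was 10.08 with that library scaled down in the runs, an alternative chosen after seeing the data.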

Eleven groups of phenotypic pathways were identified based on RNA-Seq data of both down- and upregulated genes (adj. *p* values < 0.05). Among these, the predominant pathways were 4, dealing with axon guidance, synapse transmission, focal adhesion, and extracellular matrix (Figure 1(b)).

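Gene symbols could be read by eye from the yellow circles of Figure 1(b) for 25 genes and from its white circles for 20. All were tested and had an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 25 genes, 12 were lower and 10 higher in hrPC12 past both thresholds, and 13 and 12 with p values adjusted over the list alone. Of the 20 genes, 9 were lower and 6 higher, and 11 and 9 adjusted over the list alone. The paper drew both lists from these libraries, so the counts within a list are not independent evidence. Robo1, an axon guidance receptor, had 4614 ± 2088 normalized counts (SD, n = 2) in wtPC12 and 331 ± 35.2 (SD, n = 2) in hrPC12 (log2 FC −3.80, standard error 0.38). The synaptic gene Snap25 fell from 20645 ± 3721 (SD, n = 2) to 59.4 ± 6.17 (SD, n = 2) normalized counts, with a log2 FC of −8.44 (standard error 0.29), and Syt1 had a log2 FC of −6.42 (standard error 0.51). Anxa1 rose from 86.0 ± 29.8 (SD, n = 2) to 16485 ± 998 (SD, n = 2), a log2 FC of 7.59 (standard error 0.35). Vim, at the limit of detection in wtPC12, was at least 630-fold higher in hrPC12. For each of these 5 genes both libraries of one clone lay above both of the other. Unc5c (log2 FC −3.59) and Ptger4 lie in runs of neighbouring genes whose counts are higher in hrPC12 replicate 1 than in replicate 2.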

### 3.2. ChIP-Seq Enrichment Analysis

In this section the RNA-Seq information about DE gene expression was integrated with available ChIP-Seq enrichment datasets. Recent studies had shown that the occupation by REST of the various chromatin regions and the ensuing changes of gene transcription occur differently in various contexts [20]. To reduce the risks dependent on differences among cell lines, the correlation with the hrPC12 DE genes revealed by RNA-Seq (Table S1) was established using ChIP-Seq enrichment within data available not from one, but from numerous distinct types of cells, all reported in the ENCODE TF datasets (https://www.encodeproject.org), and in a manually curated database (ChEA database), covering 212 TFs and their possible targets through 241 PubMed reported publications [44]. Analysis of the data was carried out through the* Enrichr* suite [43] by which the ChIP-Seq data present in the databases were employed to perform the gene set enrichment analyses. The results revealed, among the DE genes down- and upregulated in the hrPC12, 67 and 70 significantly enriched ENCODE TF and ChEA datasets, with adj. *p* values < 0.05 and* Z*-scores < −1.5 (Tables S2 and S3, resp.).

The ChIP-Seq enrichment analyses revealed that 29.5% (261/886) of the hrPC12 genes downregulated according to RNA-Seq were potential direct REST targets, while 70.5% (625/886) were not (Figure 2(a)). 

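Which DE genes carry a REST site was not analysed here, and only the genes that the copy of Table S2 used here lists for its REST datasets could be followed in the counts. That copy holds 58 datasets, of which 12 are REST datasets, where the paper's text gives 67 datasets. The copy names 151 genes for REST, fewer than the possible REST targets that the paper counts among its lower genes. The values here therefore describe only a part of those targets. Of the 151 genes, 149 were tested, and 148 of these were lower in hrPC12, each without overlap between the clones. Past both thresholds 133 were lower, and 145 with p values adjusted over the list alone, which is not independent evidence because the paper drew its list from the genes lower in these libraries. The median log2 FC of the 149 genes was −4.92, and −4.82 with the genes at the limit of detection set to their bound. Bex1 was the exception, with 3530 ± 793 normalized counts (SD, n = 2) in wtPC12 and 3587 ± 1303 (SD, n = 2) in hrPC12 and a log2 FC of 0.02 (standard error 0.32, adjusted p = 0.959 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Bex1 was singled out after its values were seen. The paper's list holds human symbols, which were matched here to rat genes by their letters. All 1767 tested genes of Table S1 kept their direction, so rat Bex1 is not a gene that the paper found lower. The symbol was therefore probably matched to another gene than the one listed, and Bex1 does not show that a listed gene failed to fall. Armc7, Kcnk3, L1cam, Lamb3, Sarm1 and Unc5c of this list lie in runs of neighbouring genes with higher counts in hrPC12 replicate 1 than in replicate 2.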

The top 10 ChIP-Seq datasets enriched in downregulated genes exhibited REST in the first place [45] followed by a series of datasets concerning PRC subunits (Ezh2, Suz12, and Rnf2). In three additional ENCODE ChIP-Seq datasets, obtained from the HCT116 (human colon cancer), U-87 (human glioblastoma), and Panc-1 (pancreatic cancer) lines, the enrichment of REST was also highly significant (Table 1). In the upregulated genes of hrPC12, the potential REST targets were less numerous than among the downregulated genes (150/884 = 17.0%), while the REST nontargets were more numerous (734/884 = 83.0%) (Figure 2(a)). None of the datasets significantly enriched in these genes included REST. Among the top hits we found TFs abundant not in neural but in various biological contexts, such as muscle differentiation (Tcf12, Myod1) and cell development (Ep300, Tps3, and Smad3) (Table 2).

The downregulation of possible REST target and nontarget genes in hrPC12 cells relative to wtPC12 cells was then correlated with their level of expression documented by their median fold ratios, that is, of log_2_ FC (hrPC12/wtPC12) (Wilcoxon *p* value < 2.2 × 10^−16^). The possible REST target genes were found to exhibit a predominant downregulation (median fold ratio −2.7) while the possible nontarget genes exhibited a predominant upregulation (median fold 1.9) (Figure 2(b)).

The properties of the possible REST target/nontarget genes were then investigated in terms of their phenotypic pathway enrichments. 

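Table S4 names 77 genes in its 19 pathways, and all 77 were tested and were lower in hrPC12 in both libraries than in either wtPC12 library. Past both thresholds 68 were lower, and 75 with p values adjusted over the list alone, which is not independent evidence because the paper chose the list from these libraries. For the 77 genes the median log2 FC was −4.88. With 14 genes at the limit of detection in hrPC12 set to their bound it was −4.55. Syp, which codes for synaptophysin, had 51151 ± 6478 normalized counts (SD, n = 2) in wtPC12 and 2039 ± 232 (SD, n = 2) in hrPC12, a log2 FC of −4.65 (standard error 0.25, adjusted p = 0.000514 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The sodium channel gene Scn3b had 41035 ± 1559 (SD, n = 2) and 97.4 ± 24.0 (SD, n = 2), a log2 FC of −8.72 (standard error 0.32), and the counts in the hrPC12 libraries are 0.196% and 0.279% of the wtPC12 mean. Ncald (log2 FC −1.99) did not reach the log2 FC threshold, and passed it with edgeR's RLE factors or DESeq2 in place of the main setting. Cacna1h, Ephb6, Gng7, Kcnj4, Ntrk2 and Slit1 were among the genes that did not pass the adjusted p threshold, and all 77 had an adjusted p under 0.05 from edgeR's test (Benjamini-Hochberg). Kcnk3, L1cam and Unc5c lie in runs of neighbouring genes with counts higher in hrPC12 replicate 1 than in replicate 2.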

Interestingly, among the downregulated genes, the possible REST nontarget genes failed to exhibit any significantly enriched pathway (adj. *p* value < 0.05 and* Z*-score < −1.5), whereas the downregulated, possible REST target genes exhibited high enrichment for neural phenotypic pathways (Figure 2(c); Table S4). A number of these pathways (synaptic transmission, excitability, cell-cell signaling, and axon guidance) coincided in part with those identified also among the whole genes identified by RNA-Seq (Figure 1(b)). It appears therefore that the downregulated gene signature in hrPC12 cells was dominated by possible REST target genes, rather than by possible REST nontarget genes.

The correlation between possible REST target/nontarget and their enrichment was investigated also in the upregulated genes. In this case the enrichment analyses (Table S5) showed a few phenotypic pathways related to both possible REST target and nontarget genes. Of the pathways of possible REST target genes, one was involved in focal adhesion and the other, containing several collagen genes, belonged to the extracellular matrix (adj. *p* value < 0.1;* Z*-score < −1.5) (Figure 3(a)). 

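The 7 pathways of Table S5 name 18 genes, all tested and all higher in both hrPC12 libraries than in either wtPC12 library. Past both thresholds 17 were higher, and 18 with p values adjusted over the list alone, a count that is not independent evidence because the list was chosen on the same libraries. Their median log2 FC was 4.90, with 4 genes at the limit of detection in wtPC12, and the same with these at their bound. Without wtPC12 replicate 1 the median was 4.29. The integrin gene Itga5 had 36.9 ± 6.10 normalized counts (SD, n = 2) in wtPC12 and 1048 ± 0.764 (SD, n = 2) in hrPC12, a log2 FC of 4.82 (standard error 0.28, adjusted p = 0.000668 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Pdgfrb had a log2 FC of 4.97 (standard error 0.37). Of the collagen genes, Col5a2 rose from 37.7 ± 0.922 (SD, n = 2) to 31861 ± 0.629 (SD, n = 2) normalized counts, with a log2 FC of 9.72 (standard error 0.25), and its counts in the wtPC12 libraries are 0.12% and 0.116% of the hrPC12 mean. Bcl2 was the gene that did not pass, with a log2 FC of 2.88 (standard error 0.50, adjusted p = 0.0133 from edgeR's test, Benjamini-Hochberg). It passed with edgeR's RLE factors, with library totals alone, with every gene tested and with DESeq2. Its log2 FC was 2.40 without wtPC12 replicate 1 and 3.60 without wtPC12 replicate 2.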

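The legible symbols of Figure 3(b) are those of 9 muscle genes, 25 genes of the extracellular matrix and adhesion, and 3 genes of metabolism, and all of these were tested and were higher in both hrPC12 libraries than in either wtPC12 library. Of the muscle genes all 9 passed both thresholds, with log2 FC from 3.00 (Tnnc1) to 8.50 (Casq2), a median of 5.39, and 5.08 with 4 genes at their bound. Casq2, a calsequestrin gene at the limit of detection in wtPC12, was at least 73.9-fold higher. Tnnc1, a troponin gene, had 87.3 ± 22.9 normalized counts (SD, n = 2) in wtPC12 and 699.8 ± 16.3 (SD, n = 2) in hrPC12 (standard error of its log2 FC 0.31, adjusted p = 0.00279 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the matrix genes 23 passed both thresholds, with a median log2 FC of 6.24 over the 25 and 5.90 with 6 at their bound. Itga7 had 47.5 ± 1.33 (SD, n = 2) and 3159 ± 91.6 (SD, n = 2) normalized counts, a log2 FC of 6.05 (standard error 0.22). Itga6 (log2 FC 2.77, standard error 0.44) and Thbs4 (log2 FC 2.34, standard error 0.48) had adjusted p values of 0.0107 and 0.0214 from edgeR's test (Benjamini-Hochberg). Itga6 passed with edgeR's RLE factors, and both passed with library totals alone, with every gene tested and with DESeq2, while the log2 FC of Thbs4 was 1.91 without wtPC12 replicate 2. That of Itga6 was 2.30 without wtPC12 replicate 1 and 3.42 without wtPC12 replicate 2. Of the genes of metabolism only Ptgs1 passed, with a log2 FC of 2.50 (standard error 0.17), and Cyp11a1 and Adh7 had adjusted p values under 0.05. With p values adjusted over the list alone all 9, all 25 and all 3 genes passed, which is not independent evidence because the paper drew the lists from these libraries. Col16a1 and Matn3 lie in runs of neighbouring genes with higher counts in hrPC12 replicate 1 than in replicate 2.

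**Figure D2:**
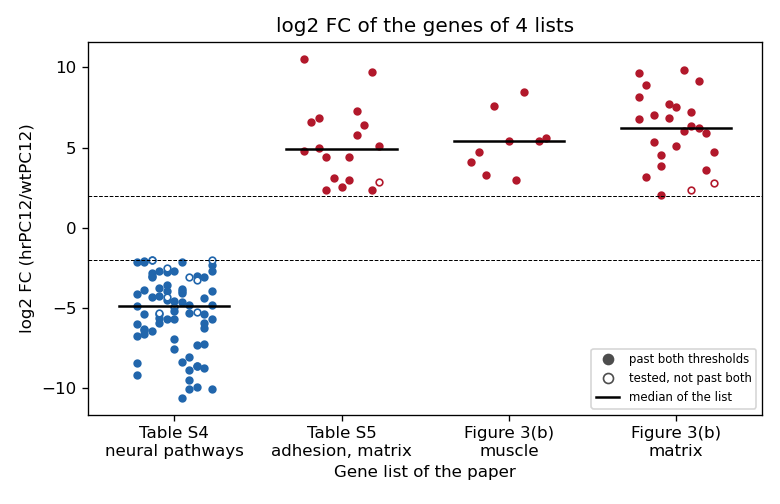
Each point is the fitted log2 FC (hrPC12/wtPC12) of a gene of Table S4, Table S5 or the muscle and matrix genes of Figure 3(b), filled where it passed both thresholds, with a bar at the median of each list and dashed lines at −2 and 2. The genes of Table S4 lie below 0 with a median of −4.88, and those of the other lists above 0 with medians of 4.90, 5.39 and 6.24.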

Among the possible REST nontarget genes the enrichment was mainly composed of nonneural pathways, including muscle contraction, extracellular matrix organization, and metabolism (Figure 3(b)).

### 3.3. Mechanisms of Gene Down- and Upregulation: Possible Dependence on REST, on the Cooperation of REST with PRC, on PRC Only, and on Other Mechanisms

The distinction of both down- and upregulated genes in two families, the possible REST target and nontarget families, already defined in Figure 2(a), was reconsidered here upon separation of each family into two subfamilies, one enriched and the other not enriched significantly in either ChIP-Seq dataset of PRC subunits (Jarid2, Suz12, Ezh2, and Rnf2). The blue circles shown in Figure 4(c) illustrate the contributions of the four subfamilies of downregulated genes. Of the two possible REST target gene subfamilies, the one that appeared to be possibly downregulated by REST only accounted for ~5.1%; the one in which downregulation appeared possibly dependent on REST together with PRCs accounted for ~24.4%. Of the two potential REST nontarget subfamilies, the one enriched in the PRC subunits, however without REST, accounted for ~34.3%; the one showing no REST and no PRC, apparently dependent on still unknown mechanisms, accounted for ~36.2%.

The results of this section, relative to the genes illustrated by the blue circles, were analyzed also in terms of median fold, calculated from the RNA-Seq differential hrPC12/wtPC12 transcription data. The median fold values (log_2_ FC (hrPC12/wtPC12)) of the possible REST target genes downregulated by REST only and the values of the possible nontarget genes downregulated by PRC only and by unknown mechanisms were all very close (−3.7, −3.8, and −3.7 ratios). Only the possible target genes of the REST/PRC-dependent downregulation subfamily showed significantly lower median log_2_ FC values (median ratio −4.6) (Wilcoxon *p* value < 2.2 × 10^−16^) (Figure 4(a)). These results suggest that the combination of the REST/PRC repressor system increases the downregulation of gene expression compared to the levels reached by the repressor systems alone.

The results obtained by the same approach with the upregulated genes (blue circles of Figure 4(d)) were substantially different from those of downregulated genes. The number of genes apparently governed by REST only, although small (~9.2%), was higher, while the numbers governed by PRCs, with REST or alone (~8.0 and ~22.9%, resp.), were much lower than the corresponding numbers of downregulated genes. In contrast, the number of the genes from the possible REST nontarget subfamily governed by unknown mechanisms was higher (~60.0%) (Figure 4(b)). In terms of calculated RNA-Seq median fold ratios, the values for all upregulated subfamilies were similar, with median close to 4, except for the REST only target genes that exhibited a ratio only slightly and nonsignificantly lower than the others (Figure 4(b)).

The blue circle results shown in Figures 4(c) and 4(d) refer to the gene subfamilies enriched by the available ENCODE ChIP-Seq datasets. The same subfamilies could be reinvestigated using however the Roadmap Epigenomics databases program (http://www.roadmapepigenomics.org), making reference to two dynamic properties of the H3 histone tail sites related to the activity of REST and PRC: the monomethylated K4 (a substrate of LSD1, a demethylase component of the REST complex [1, 2]) and the trimethylated K27 (a substrate of the PRC2 complex [33, 34, 36]). An advantage of the two approaches is that in both cases the genes attributed to the various sub-subfamilies are known. The overlap genes in TF target and Epigenomics Histone Marks subfamilies can therefore be identified. The size of the connecting arrow between differently coloured circles provides an indication about the size of the overlap.

The results obtained by this second approach are illustrated by yellow circles in direct comparison to the Chip-Seq enrichment data of the blue circles shown in Figures 4(c) and 4(d). In the downregulation section (Figure 4(c)), the subfamily positive only for H3K4me1 was found to exhibit a significant larger number of genes (~11.3 versus 5.1%) with respect to the REST only of the ChIP-Seq enrichment subfamily (blue circle), due to the contribution of the other downregulated subfamilies. The H3K4me1/H3K27me3 subfamily was also enlarged (~51.1 versus 24.4%) with respect to the corresponding REST/PCR blue circle, reaching the largest value among the four downregulated subfamilies. Also in this case the enlargement was due to transfer of genes, especially from both the PRC only and the unknown subfamilies. In contrast, the yellow circles were clearly reduced compared to the corresponding blue circle subfamilies, very much the H3K27me3 only subfamily (~9.2 versus 34.3%) and less markedly the unknown subfamily (~29.5 versus 36.2%). In both these cases the changes were mostly due to the apparent gene transfer, especially to the H3K4me1/H3K27me3 subfamily.

Analogous Roadmap Epigenomics results were obtained with the upregulated subfamilies of Figure 4(d). The H3K4me1 and the H3K4me1/H3K27me3 subfamilies remained almost inappreciable compared to the corresponding blue circles of the ChIP-Seq enrichment results. A large accumulation was in the H3K27me3 subfamily that exhibited a ~46.4 versus 23.0%, an increase due to the apparent transfer from the H3K4me1/H3K27me3 and unknown subfamilies. The last, unknown subfamily, in contrast, was decreased however moderately (~53.6 versus 60.0%) with respect to its ChIP-Seq enrichment blue circle.

Taken together, the results obtained with the Roadmap Epigenomics approach reinforced the possible role of REST, mostly in cooperation with PRC, as the direct repressors of the downregulated genes. On the other hand, the direct contribution of the PRC only and the unknown mechanisms to downregulated genes appeared less relevant. Interestingly, the latter two subfamilies appeared to be the only ones in which many upregulated genes were recovered.

### 3.4. Network Analysis of Upregulated Signatures

A list of TFs potentially involved in gene upregulation was generated, from the enriched ChEA and ENCODE datasets based on ChIP-Seq enrichment analyses (Table S3). The genes expressed at detectable levels in our RNA-Seq data (Figure 5(a)) were derived from the top TFs shown in Table 2. Moreover, in order to explore in detail the signature of the genes upregulated in hrPC12 cells, we employed a TF PPI network (Table S6) [43]. 

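The copy of Table S3 used here holds 56 datasets, where the paper's text gives 70, and with Myog, added from Figure 5(b), they name 35 transcription factors. Of the 35 genes, 25 were found by symbol in the counts and 21 were tested. Past both thresholds 4 were higher in hrPC12 and 1, Gata2, was lower, the same numbers as with p values adjusted over the list alone. An unadjusted p under 0.05 was found for 11 of the 21. Over the 21 genes the median log2 FC was 0.35. Gata2 had 15568 ± 1267 normalized counts (SD, n = 2) in wtPC12 and 3827 ± 348 (SD, n = 2) in hrPC12, a log2 FC of −2.02 (standard error 0.18, adjusted p = 0.00195 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With library totals alone its log2 FC was −1.96, within the threshold. It was also within it without wtPC12 replicate 2 (−1.94) and without hrPC12 replicate 1 (−1.93). Without wtPC12 replicate 1 (−2.13) or hrPC12 replicate 2 (−2.17) it stayed past the threshold. Stat3 had 857 ± 63.2 (SD, n = 2) and 3109 ± 1229 (SD, n = 2), a log2 FC of 1.86 (standard error 0.32, adjusted p = 0.0130 from edgeR's test, Benjamini-Hochberg). Its log2 FC was from 1.39 to 2.17 with each library left out in turn. Ezh2, a PRC subunit, had 1297 ± 31.6 (SD, n = 2) and 2382 ± 18.6 (SD, n = 2), a log2 FC of 0.88 (standard error 0.17). Tcf12 had 2029 ± 932 (SD, n = 2) and 2385 ± 25.3 (SD, n = 2), a log2 FC of 0.23 (standard error 0.34, adjusted p = 0.617 from edgeR's test, Benjamini-Hochberg), smaller than the difference between the wtPC12 libraries, and with a library left out it lay between −0.20 and 0.80. Zfp217 lies in a run of 5 neighbouring genes with counts higher in hrPC12 replicate 1 than in replicate 2.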

The PPI network can be used to calculate the enrichment of TF interactions in a gene list and thus to expand the information about the physical TF-DNA interactions. 

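Table S6 lists 30 genes for Smad3. All 30 were tested and were higher in both hrPC12 libraries than in either wtPC12 library, with log2 FC from 2.18 to 9.83 and a median of 3.38, which did not move with 6 genes at the limit of detection in wtPC12 set to their bound. Past both thresholds 24 were higher. With p values adjusted over the list alone 30 were, which is not independent evidence because the list was drawn from genes higher in these libraries. The highest adjusted p of the 30 was 0.0173 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Under edgeR's test of a change past a log2 FC of 2, 11 of the 30 passed. Arhgef6, Atf3, Chrd, Fhl1, Magi2, Myo5b and Plk2 of this list lie in runs of neighbouring genes with counts higher in hrPC12 replicate 1 than in replicate 2.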

Among the analyzed TFs, only one, Smad3, visible already in the TF list of the ChIP-Seq data (Figure 5(a)), was found to reach a significant enrichment in the network (adj. *p* value < 0.01,* Z*-score < −1.9) (Table S6). We next investigated whether the upregulated expression of TFs was affecting the expression of their target genes. In the case of Smad3 and Myod1, two TFs significantly upregulated (together with Fosl1 and Myog) in the hrPC12 cells (Figure 5(b)), the median fold analysis revealed the expression of targets genes to be also significantly upregulated compared to nontarget genes (Wilcoxon *p* value < 2.2 × 10^−16^) (Figure 5(c)). This result suggests the possible involvement of Smad3 and Myod1 in the upregulated phenotype of hrPC12 cells.

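Smad3 had 39.6 ± 19.8 normalized counts (SD, n = 2) in wtPC12 and 904 ± 49.2 (SD, n = 2) in hrPC12, a log2 FC of 4.50 (standard error 0.43, adjusted p = 0.00228 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn it lay between 4.04, without wtPC12 replicate 1, and 5.14, without wtPC12 replicate 2. Myod1 rose from 11.5 ± 0.213 (SD, n = 2) to 3417 ± 224 (SD, n = 2) normalized counts, with a log2 FC of 8.20 (standard error 0.26) that stayed between 8.09 and 8.27 with a library left out. Fosl1 had 195 ± 11.1 (SD, n = 2) and 2034 ± 107 (SD, n = 2), a log2 FC of 3.38 (standard error 0.21, adjusted p = 0.000763 from the same test of edgeR, Benjamini-Hochberg). Myog had no read in wtPC12 replicate 1 and 1.03 normalized counts in replicate 2, against 78.4 ± 7.90 (SD, n = 2) in hrPC12, so it was at least 23.8-fold higher. For all 4 genes the difference between the clones exceeded the spread between the libraries of a clone. The targets of Smad3 and Myod1 in ChIP-Seq datasets were not analysed here.

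**Figure D3:**
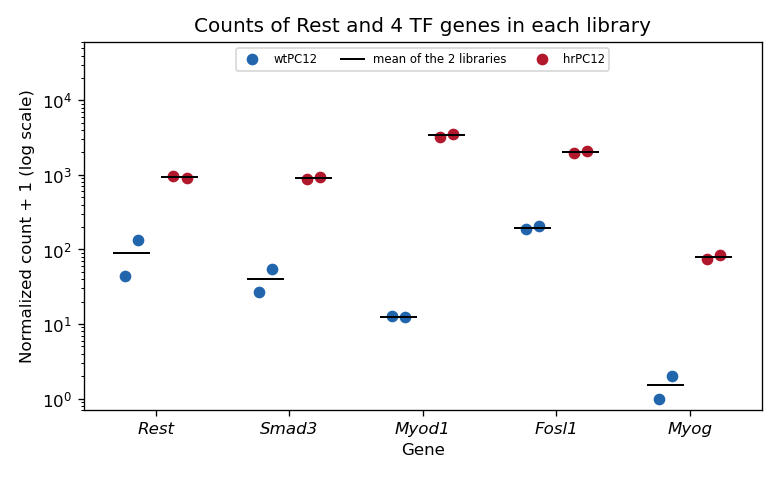
Normalized counts plus 1, on a log scale, of Rest and the 4 TF genes in each library, with wtPC12 in blue, hrPC12 in red and a bar at the mean of the 2 libraries. For all 5 genes both hrPC12 libraries lie above both wtPC12 libraries.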

## 4. Discussion

This work was carried out by using two appropriately selected PC12 clones. The combination of these two clones is an interesting model for the investigation of REST, a transcription repressor playing a master role in the development and the specificity of neurons and neural cells [27, 28, 30]. PC12 is a well-known, rat neuron-like cell line that includes spontaneously, together with the highly frequent low-REST wtPC12 clones, also a few hrPC12 clones with 50–80-fold higher levels of REST. A few previous studies demonstrated that both wtPC12 and hrPC12 acquire properties (gene expression, phenotype) of the other clone upon changes of their REST levels [27–30]. These results strongly suggest that many gene expression differences existing between wtPC12 and hrPC12 clones can be sustained by their differences in REST levels. Taking into account that the specific binding of REST to its gene targets is converted into gene repression via relevant histone marks, that is, the deacetylation and methylation/demethylation of the N terminal tail of adjacent H3 histones, the PC12 model appears to be of potential, great interest for the investigation of epigenetic problems.

In the present work, the experimental RNA-Seq investigation identified the genes that are down- and upregulated in the hrPC12 compared to wtPC12 clone cells. The work was expanded by its integration with data on genes function, revealed by two approaches, enrichment analyses of available Chip-Seq datasets of several predominantly human cell lines and occurrence of targets specific of REST and PRC complexes. These integrations have revealed new aspects of REST control of gene expression. Future expansions of these studies at the epigenetic level could be envisaged based not only on the comparison of the two clones but also on changes of the REST levels in either clone induced, for example, by stimulation, inhibition, and pharmacological treatments.

Based on our RNA-Seq results, we discovered that many DE genes, both down- and upregulated in the hrPC12 clone, are not random but participate in distinct phenotypic pathways. The combination with the enrichment analyses of ChIP-Seq datasets has revealed that the pathways are frequent in the possible REST target family of downregulated genes and rare in the nontarget family. Among the upregulated genes this difference, although not as evident, was still present. The identification of many pathways is a new finding. In the past, in fact, only two pathways were identified, including downregulated genes involved in neurosecretion and excitability [31].

The most important results, concerning both genes down- and upregulated and identified by RNA-Seq in hrPC12 cells, have been obtained by their combination upon translation into their human orthologue genes, with two functional approaches, the first being the enrichment analyses calculated from the available ChIP-Seq datasets. To avoid the risk to operate with ChIP-Seq from only a cell type different from PC12, we have employed datasets from numerous cell lines of both neural and nonneural types and considered their information only when the overlap with our RNA-Seq data was highly significant. The second approach, the analyses from the Roadmap Epigenomics datasets, was based on the finding of H3 histone sites related to the activity of REST and PRC.

The mechanisms expected to participate in the transcription signature of the DE genes were numerous: direct effects, right of REST, working alone or in collaboration with PRCs, another repressor system operative via epigenetic processes [33–36]; indirect effects dependent on the REST repression/activation of PRCs or other genes such as TFs. The latter possibility appears quite likely because in the list of DE genes of hrPC12 (Table S1) TFs are quite numerous. Finally we cannot exclude that some down- and/or upregulations are induced independently of the action of REST, for example, to compensate effects induced in hrPC12 cells by the latter repressor.

The two approaches employed here have revealed that the DE genes of down- and upregulation could be both distributed in four subfamilies, characterized by at least partially different mechanism of repression/stimulation. Interestingly, however, the relevance of the subfamilies revealed by the two approaches was profoundly different. Specifically, with the enrichment ChIP-Seq approach, the predominance appeared for the indirect mechanisms in both cases, accounting for the 70.5% and 83.0% of the down- and upregulated genes. In contrast, with the Roadmap Epigenomics approach the indirect mechanisms were predominant only for the upregulated genes (almost 100%), whereas for the downregulated the predominance was for the REST-governed, direct mechanisms, including REST only (11.3%) and REST together with PRC (51.0%). The latter REST/PRC combination subfamily appeared particularly efficient in downregulation because it was the only one of this work showing a median fold ratio lower than those of the other subfamilies.

The differential predominance of transcription signatures that emerges from the second approach appears to make sense. Direct REST repression, that in our results was found to account for over 62.0% of the downregulated genes, is well known [1, 2], and its cooperation with PRC has been reported repeatedly [33, 34, 36]. The possibility that the remaining 38.0% downregulated genes are repressed indirectly, for example, via REST repression of an activating TF, Smad or by independent mechanisms, appears quite likely. Even more convincing is the almost complete absence of direct REST among the mechanisms of gene upregulation. Although REST has been previously reported to work also as a stimulator of transcription [46, 47], this effect is likely to be indirect, mediated by the repression of either repressor TFs or other factors. In the present work we have explored the possible role of TFs in gene upregulation. Two of these TFs, Smad3 and Myod1 [37, 38], which are upregulated activators of transcription, were found to stimulate the transcription of their specific target genes. The role of these two and of other TFs and their possible dependence on REST remain however to be further investigated.

## 5. Conclusions

We have reported innovative results concerning REST, a widely investigated transcription factor known to repress the expression of genes via the generation of histone H3 marks highly active on the epigenomics of multiple DNA regions. The strategy of our study included a few aspects of interest. First, the use of a unique cellular model composed of two clones of PC12 cells: the wtPC12, with very low levels of REST, a property common to mature neurons and many neural cells, and the hrPC12, spontaneously expressing very high levels of the repressor. This model, which does not exhibit the limitations of other neural and nonneural cell models, offers clear advantages, including the fact that, in the future, it could be extended to cells of either clone in which changes of the REST levels had been induced/repressed.

Another aspect of interest was the integration of the RNA-Seq data with two functional approaches, the enrichments from ChIP-Seq datasets and the analyses from the Roadmap Epigenomics databases. This integration, planned also to take care of the context dependence of REST action in different cell types, has been successful by revealing various mechanistic properties of the down- and upregulations of gene expression. Most of the previous studies in this field had been focused on the direct action of the repressor, with little attention for indirect mechanisms. In the present Roadmap Epigenomics databases analyses, the possible direct REST mechanism appeared to account for ~56.0% of the downregulated genes and to be almost inappreciable for the upregulated genes. Moreover, results have identified the possible involvement of PRCs, apparently operative as synergists of REST in the induction of downregulation. On the other hand, two stimulatory TFs Smad3 and Myod1 were found to increase the expression of their target genes. These are among the first data about the upregulation of genes in high-REST neural cells.

We expect the findings of the present study to be useful, in particular for the investigation of the REST epigenomics. In a recent comprehensive presentation REST has been recognized among the TFs that govern the histone marks, most important for multiple genomic regions [32]. The complexity and variability of the gene repression by REST had been demonstrated [48–51]. So far however no favorable models had been available for these studies, and numerous problems remain therefore to be solved.

## Supplementary Material

Short description of Supplementary Materials The supplementary materials report details about the potential REST target genes revealed by RNA-Seq (Si Table 1) and about the Enrichment Analyses of various, specific populations of potential target genes, down- and upregulated in hrREST cells. Specifically, Si Tables 2 and 3 report about ENCODE TF and ChAE genes down- and upregulated; Si Tables 4 and 5 about the pathway enrichment of the same genes; Si Table 6 about TF protein-protein interactions.
Table S1. Differential Expression Analysis by DESEq of hrPC12 down-regulated (log2 Fold change <2) and up-regulated (log2 Fold change >2) genes.
Table S2. ENCODE Transcription Factor (TF) and ChEA database ChIP-seq Enrichment Analysis of down-regulated genes in hrPC12 cells.
Table S3. ENCODE Transcription Factor (TF) and ChEA database ChIP-seq Enrichment Analysis of up-regulated genes in hrPC12 cells.
Table S4. Pathway Enrichment Analysis of down-regulated REST potential targets.
Table S5. Pathway Enrichment Analysis of up-regulated REST potential targets.
Table S6. Transcription Factor Protein-Protein Interaction Network Enrichment Analysis of up-regulated genes.

## Figures and Tables

**Figure 1:**
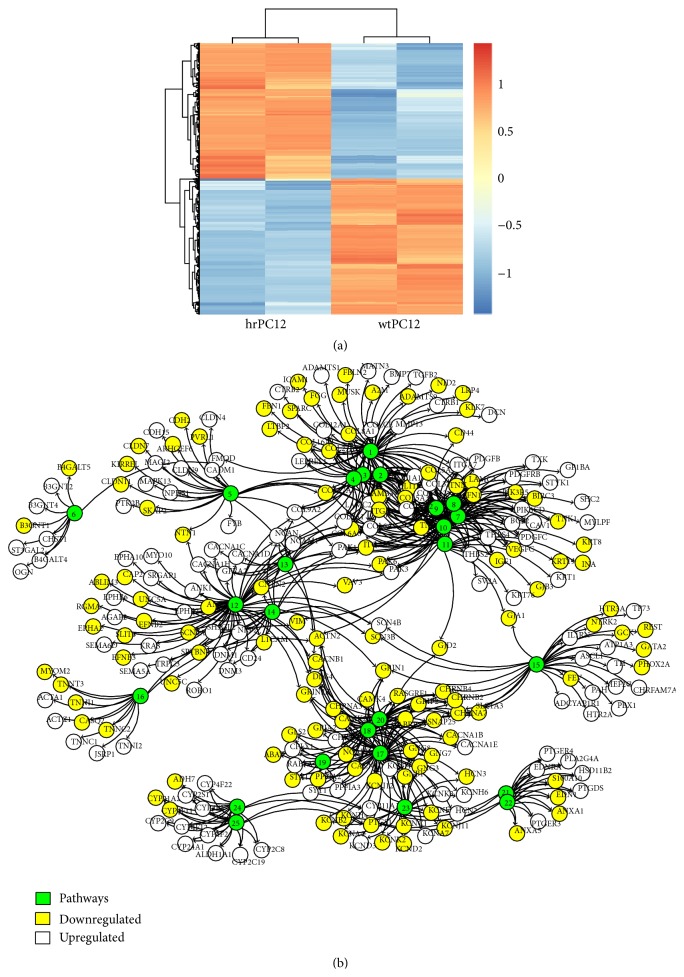
Differential expression of genes down- and upregulated in hrPC12 with respect to wtPC12 cells. Functional gene pathways. (a) shows the Heatmap comparative expression of the 1,770 DE genes analyzed in two samples of the hrPC12 (left) and wtPC12 (right). Normalized log_2_ values were used (after variance stabilizing transformation) and scaled. The almost 900 upregulated genes are distributed on the top and the almost 900 downregulated genes on the bottom. (b) illustrates a series of pathways (green circles). The afferent downregulated genes are in the yellow circles and the upregulated genes in the white circles. The numbers that appear in green circles mark groups of genes identified as follows: 1–4: extracellular matrix; 5: cell-cell signaling; 6: keratan sulfate biosynthesis; 7–11: focal adhesion, cell communication; 12–14: axon guidance; 15: membrane channels and signaling by NGF and TF involved in neuron development; 16: contraction; 17–20: synaptic transmission; 21 and 22: prostaglandin biosynthesis; 23: excitability; 24 and 25: enzymes and metabolism.

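Across genes, the log2 counts (with 1 added) of the 2 wtPC12 libraries had a Pearson r of 0.990 and those of the 2 hrPC12 libraries 0.991. Between a wtPC12 and an hrPC12 library r was 0.926 to 0.939. Genes are not independent replicates, so these values describe the libraries and carry no test. The differences between replicates were larger than sampling noise alone gives, with a chi-square of 86.8 per degree of freedom in wtPC12 and 63.03 in hrPC12, and the biological coefficient of variation that edgeR estimated was 0.273. The 10 genes with the most reads took 6.94% and 6.07% of the reads on genes in the wtPC12 libraries and 3.93% and 3.79% in the hrPC12 libraries. In the gene order of the rat assembly GRCr8, 9724 genes with at least 30 normalized counts in hrPC12 have a position, and 1277 of them (13.1%) lie in 39 runs of 5 to 163 neighbouring genes whose counts were higher in hrPC12 replicate 1 than in replicate 2. The median log2 ratio of replicate 1 to replicate 2 was 0.83 in these runs, a 1.84-fold difference from the −0.06 outside them. No run in which replicate 2 was the higher was found. Between the wtPC12 libraries the same search found 56 runs, in both directions, of at most 12 genes, and 10 of the 39 runs are no longer than that.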

**Figure 2:**
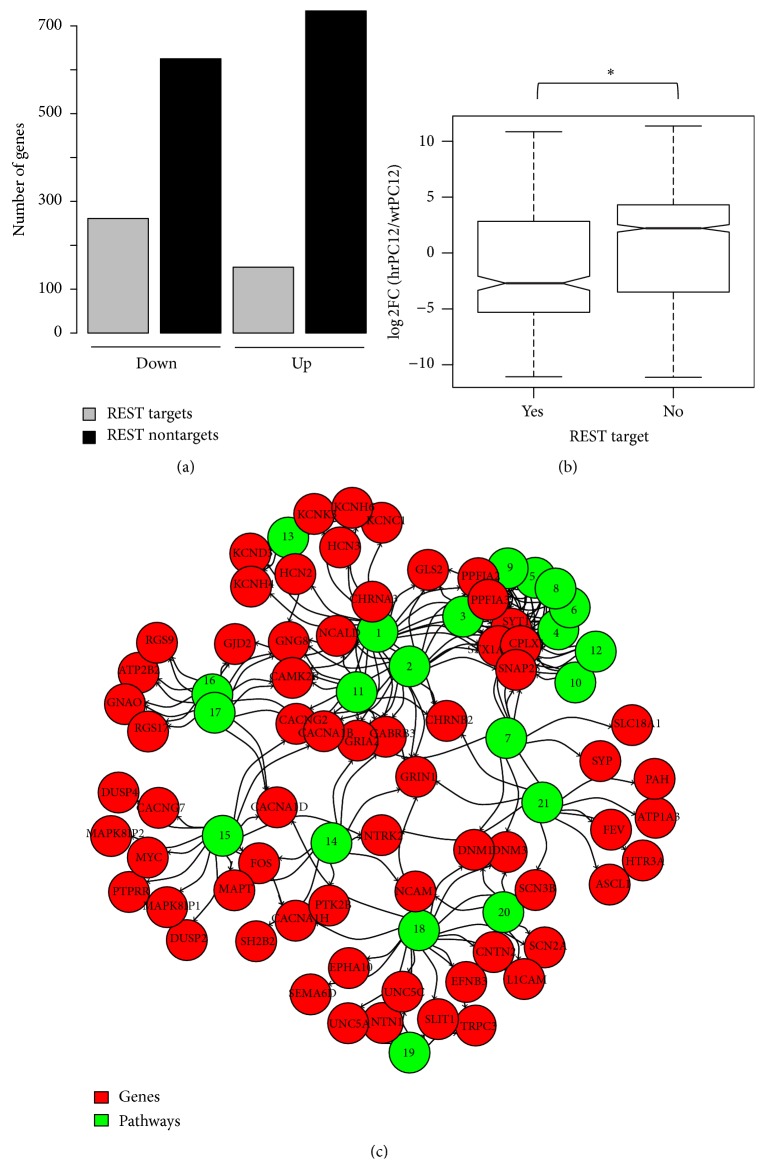
Enrichment analyses of hrPC12 signatures based on available ChIP-Seq datasets and ENCODE TF data derived from cell lines of various types. (a) Among the genes identified by RNA-Seq as down- and upregulated, the ChIP-Seq enrichment analyses distinguished two families, one composed of the genes possibly regulated directly by REST (REST targets) and the other regulated indirectly or by other mechanisms (non-REST targets). (b) The down- and upregulated genes analyzed together were separated as possible REST targets (YES) and nontargets (NO), illustrated as box-whiskers in terms of median fold distribution of the hrPC12/wtPC12 log_2_ ratios. Notice that the notches, corresponding to the median log_2_ ratios, are negative (−2.7) for the targets and positive (1.9) for the nontargets. (c) illustrates the phenotypic pathways of possible downregulated REST target genes exhibiting significant ChIP-Seq enrichment. The green circle numbers correspond to the following pathways: 1–12: synaptic transmission; 13: excitability: 14–17: cell-cell signaling; 18–20: axonal guidance; 21: SIDS syndrome, including neural-specific TFs and receptors.

**Figure 3:**
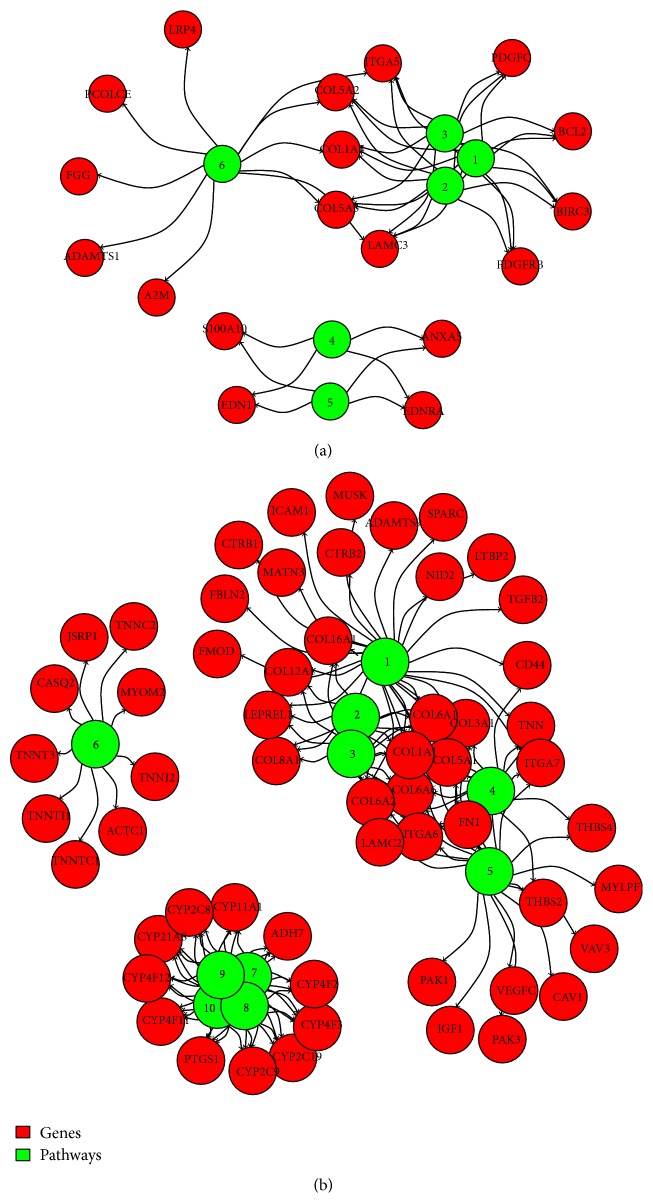
Phenotypic pathways of the ChIP-Seq enriched, upregulated genes of hrPC12 cells. (a) shows pathways of possible REST target genes: 1–3: focal adhesion; 4 and 5: PG synthesis; 6: extracellular matrix. (b) shows pathways of possible REST nontarget genes. 1–3: extracellular matrix organization. 4: receptor interaction; 5: focal adhesion; 6: muscle structure/function; 7–10: enzymes and metabolism.

**Figure 4:**
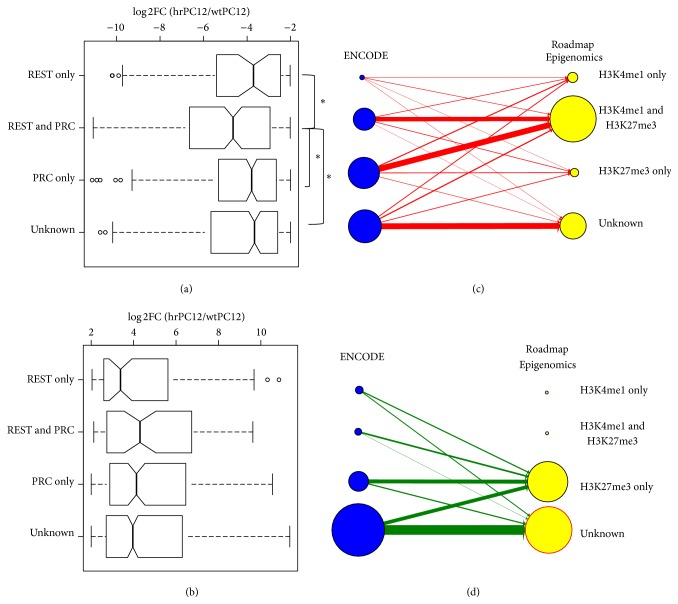
Possible mechanisms of gene down- and upregulation in hrPC12 cells analyzed by ChIP-Seq enrichment and Roadmap Epigenomics datasets. (a) and (b) show downregulated (a) and upregulated (b) genes of hrPC12 cells, separated in the four subfamilies dependent on their possible mechanism of regulation and illustrated as box-whiskers in terms of median fold distribution of the hrPC12/wtPC12 log_2_ ratios. Notice that the notches (median ratios) are approximately the same for the subfamilies of both the down- and upregulated genes except for the downregulated, possible REST and PRC regulated subfamily, whose median ratio is significantly lower than those of the other downregulated subfamilies, suggesting the combined repression by the REST and PRC repression systems. (c) and (d) illustrate the distribution in the four subfamilies of the same downregulated (c) and upregulated (d) genes as revealed by the ChIP-Seq (blue circles) and Roadmap Epigenomics (yellow circles) datasets. In the presentation of the results obtained by the two approaches, three gene subfamilies are named differently: the subfamily REST only in the ChIP-Seq is named H3K4me1 only in the Roadmap Epigenomics; REST and PRC are H3K4me1 and H3K27me3; PRC only is H3K27me3 only. Notice that the two target and the two nontarget subfamilies predominate among the downregulated and the upregulated genes, respectively. These differences appeared to be markedly reinforced in the Roadmap Epigenomics analyses. In the figure the differential gene distributions revealed by the two approaches are illustrated as gene redistributions of different relevance among the subfamilies, illustrated as arrows of various thicknesses (red in (c), green in (d)).

**Figure 5:**
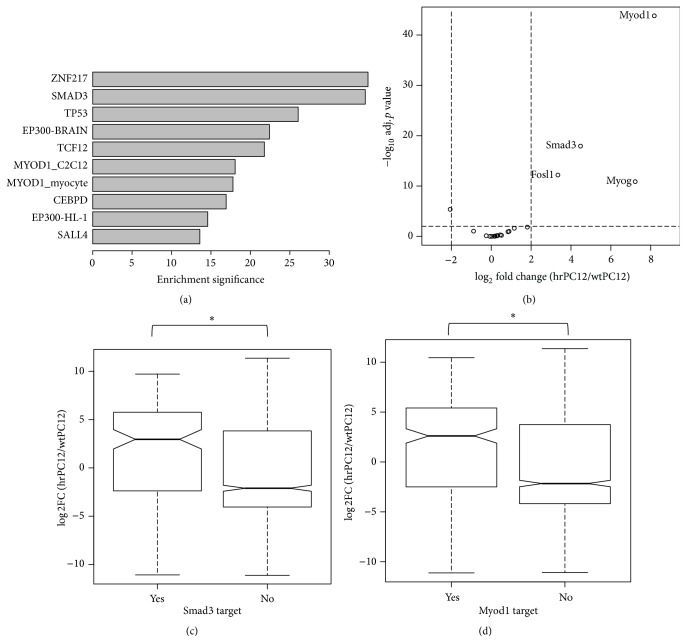
Network analysis of upregulated signatures. (a) The top 10 TFs enriched among the upregulated signatures expressed in our PC12 cells are listed based on their significance (−log_10_, adj. *p* value < 0.01). (b) Volcano plot of significant upregulated TFs enriched in our RNA-Seq datasets showing DE genes (i.e., log_2_ fold change and −log_10_, adj. *p* value < 0.01). (c) illustrates the median fold of hrPC12/wtPC12 log_2_ ratios concerning the potential Smad3 and Myod1 target (YES) and nontarget (NO) genes, illustrated as box-whiskers. The significantly higher notches document that the target genes of the two transcription factors are comparatively upregulated.

**Table 1:** ENCODE transcription factor (TF) and ChEA database ChIP-seq enrichment analysis using genes downregulated in hrPC12 cells.

Database	Term	*p* value	*Z*-score	Combined_score	Adj. *p* value
ChEA	REST-18959480-MESC-mouse	3.10*E* − 69	−2.202	338	1.36*E* − 66
ENCODE_TF_ChIP-seq_2015	EZH2_B cell_hg19	8.39*E* − 68	−1.631	241	2.94*E* − 65
ChEA	SUZ12-18692474-MESC-mouse	2.67*E* − 64	−1.587	226	6.66*E* − 62
ChEA	RNF2-18974828-MESC-MOUSE	2.04*E* − 53	−1.81	213	3.24*E* − 51
ChEA	EZH2-18974828-MESC-MOUSE	2.04*E* − 53	−1.798	212	3.24*E* − 51
ChEA	SUZ12-18974828-MESC-MOUSE	9.08*E* − 60	−1.507	199	1.77*E* − 57
ChEA	NR3C1-23031785-PC12-MOUSE	6.47*E* − 42	−2.015	185	5.96*E* − 40
ENCODE_TF_ChIP-seq_2015	REST_HCT116_hg19	3.27*E* − 46	−1.812	179	4.09*E* − 44
ENCODE_TF_ChIP-seq_2015	REST_U-87 MG_hg19	1.79*E* − 45	−1.806	176	1.96*E* − 43
ENCODE_TF_ChIP-seq_2015	REST_Panc1_hg19	2.98*E* − 44	−1.813	172	2.90*E* − 42

Top 10 significant databases (adj. *p* value (Benjamini and Hochberg) < 0.05 and *Z*-score < −1.5) ordered by combined score (−log⁡*p* value*∗Z*-score). For ChEA databases a PMID PubMed id is given after the TF. hg19 stays for human genome GRCh37.

**Table 2:** ENCODE transcription factor (TF) and ChEA database ChIP-seq enrichment analysis using upregulated genes in hrPC12 cells.

Database	Term	*p* value	*Z*-score	Combined_score	Adj. *p* value
ChEA	SOX2-20726797-SW620-HUMAN	5.61*E* − 53	−1.589	183	4.88*E* − 50
ChEA	ZNF217-24962896-MCF7-HUMAN	8.88*E* − 38	−1.507	124	1.19*E* − 35
ChEA	SMAD3-18955504-HaCaT-human	2.48*E* − 37	−1.508	123	2.69*E* − 35
ChEA	ESR1-22446102-UTERI-MOUSE	2.20*E* − 36	−2.178	173	2.01*E* − 34
ChEA	TP53-18474530-U2OS-human	1.74*E* − 28	−1.657	102	8.65*E* − 27
ChEA	EP300-20729851-FORBRAIN_MIDBRAIN_LIMB_HEART-MOUSE	9.48*E* − 25	−1.824	97	3.83*E* − 23
ENCODE_TF_ChIP-seq_2015	TCF12_myocyte_mm9	4.27*E* − 24	−1.84	87	1.68*E* − 22
ENCODE_TF_ChIP-seq_2015	MYOD1_C2C12_mm9	2.64*E* − 20	−1.833	72	8.62*E* − 19
ENCODE_TF_ChIP-seq_2015	MYOD1_myocyte_mm9	5.12*E* − 20	−1.587	62	1.59*E* − 18
ChEA	SOX2-18358816-MESC-mouse	2.64*E* − 19	−1.617	66	8.05*E* − 18

Top 10 significant databases (adj. *p* value (Benjamini and Hochberg) < 0.05 and *Z*-score < −1.5) ordered by combined score (−log⁡*p* value*∗Z*-score). For ChEA databases a PMID PubMed id is given after the TF. mm9 stays for Mus musculus genome assembly NCBI Build 37.

How the deposited data were processed for this re-analysis (not part of the article)

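The libraries are those of the RNA-Seq experiment of the paper, 2 of the clone wtPC12 (low REST) and 2 of the clone hrPC12 (high REST), sequenced as paired-end reads. The authors aligned the reads to the rat genome build RGSC3.4 with TopHat, counted the reads on each gene, and deposited 1 raw count per gene and library, with no normalization or filter. The text does not name the program that counted the reads. The count files close with totals of reads outside genes, in more than 1 gene, of low quality, not aligned and without a unique position, as htseq-count writes them. The authors also deposited a table of their DESeq comparison of the clones, whose signal columns are mean counts per gene divided by DESeq's size factors, over the 4 libraries or the 2 of a clone. Its fold change column is the ratio of the hrPC12 mean to the wtPC12 mean as the authors computed it. Its p value columns are the authors' DESeq p values before and after Benjamini-Hochberg adjustment. In the authors' deposited table, 25789 of the 25810 gene names matched the count files, and its means could be recomputed from the counts with a largest relative difference of 5e-10. No deposited column of values per sample was left unused.

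Reads on genes made up 40.9% and 41.3% of the reads accounted for in wtPC12 replicates 1 and 2, and 37.9% and 40.0% in hrPC12 replicates 1 and 2. Reads outside genes made up 49.9%, 51.8%, 55.9% and 51.5% in the same order, and reads without a unique position 9.13%, 6.80%, 5.85% and 8.34%. Reads that fell in more than 1 gene numbered 60190, 55908, 236166 and 78907. The floor of 3 reads, up to which a count of 0 does not exclude expression, corresponds to 3.49, 3.09, 2.54 and 3.04 normalized counts.

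All computations were made in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Counts were normalized with edgeR's TMM factors. The filter is that of the paper, a mean of at least 5 normalized counts and reads in both clones. The clones were compared with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest, with the legacy option on) and Benjamini-Hochberg adjustment over all tested genes, in place of DESeq, which was not used here. The common dispersion was 0.0745. Each standard error given is the absolute log2 FC divided by the square root of the F statistic of this test. It is not a standard error of the fitted coefficient and can depend on the size of the change. DE genes are those with an adjusted p under 0.01 and a log2 FC past 2 in either direction, the thresholds of the paper. Correlation coefficients and ratios across genes describe the libraries and carry no test.

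Gene lists were fixed before the data were examined, as were the comparisons, the thresholds and the alternatives, except where an addition is named. They are the genes of Tables S4 and S5, those with legible symbols in Figures 1(b) and 3(b), the transcription factors of Table S3 with Myog of Figure 5(b), subunits of PRC and cofactors of REST, and 4 lists from general knowledge, of chromaffin and secretory genes, skeletal muscle genes, interferon-induced genes and mesenchymal genes. The latter 4 were written after the paper's Table S1 had been read, which holds the fold changes of the DE genes of these libraries, so their tests are not independent of it. They were tested as sets with limma's camera on log2 CPM (inter-gene correlation 0.01), with fry, and with camera and an estimated correlation. The genes that Table S2 lists for REST and Table S6 for Smad3, and a list of white blood cell markers, were added later. Genes named in the text are Rest, the TFs and cofactors named by the paper, members of the lists, the 5 DE genes with the lowest and the 5 with the highest log2 FC among those with at least 100 normalized counts in the higher clone and no overlap between the clones, and the 5 most abundant genes with reads in one clone only. Some genes that this rule covers are not reported here. Any other gene is named as chosen after its values were seen.

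The alternatives were edgeR's RLE factors, library totals alone, every gene with at least 1 read, edgeR's filterByExpr, DESeq2, a prior count of 2, edgeR's glmTreat, an adjusted p under 0.05, and each library left out in turn, for which fold changes but no p values were computed. After the data were seen, 2 more were added, the quasi-likelihood fit with the legacy option off and a scaling of hrPC12 replicate 1 in runs of neighbouring genes. The tests were run on simulated counts of 14078 genes of which 200 were changed. edgeR's quasi-likelihood test found 200 of these and called 1 unchanged gene, DESeq2 found 200 and called 0, and glmTreat found 110. Every simulated gene had the common dispersion, and the changed genes lay well above the filter and past a log2 FC of 2. Dispersion differs between genes in the data, so these values do not give the share of real changes that each test finds. The search for runs was tested on 9724 genes with normally distributed ratios, and found a simulated run of 30 genes whole, and none where there was none. Shuffled orders of the measured ratios gave 7 to 31 runs in hrPC12 and 25 to 65 in wtPC12. The simulation therefore does not give the number of runs that arise by chance in these data.

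The position of genes was used only to order them along the rat assembly GRCr8, which differs from the build of the counts. Of the tested genes 79.2% could be placed by symbol, and no coordinate is reported here. Medians per chromosome were not computed as such, but the longest stretches of shifted windows reported below each cover all windows of a chromosome. The runs are stretches of at least 5 genes in which the median over 7 neighbouring genes of the log2 ratio of hrPC12 replicate 1 to replicate 2 exceeds 0.4, among genes with at least 30 normalized counts in hrPC12. The windows of neighbouring genes hold 50 genes each with at least 100 normalized counts, and were compared with 1000 shuffles of the gene order. The ChIP-Seq enrichment, the pathway enrichment and the Roadmap Epigenomics analyses of the paper were not analysed here. No overlap or enrichment was tested with Tables S2 and S3, since the copies used here hold fewer datasets than the paper's text gives.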

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

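The count of genes without reads in one clone and the tests of the interferon list, with their alternatives, were set before the data were examined. The test of how abundant genes without reads in one clone are was set before its result was seen. All other tests here were chosen only after the result was seen.

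The paper's filter leaves out genes without a read in one clone, and these were singled out because they carry a signal that the paper does not analyse. With a mean of at least 5 normalized counts, 381 genes had 0 reads in both libraries of one clone, 268 with reads only in hrPC12 and 113 only in wtPC12. Tested together with the other genes, 200 of them passed an adjusted p of 0.01 (edgeR's quasi-likelihood test, Benjamini-Hochberg) and a log2 FC of 2, 138 found only in hrPC12 and 62 only in wtPC12. The most abundant were the gene listed as D3ZNV9_RAT (at least 425-fold higher in hrPC12), Mitf (at least 406-fold), LOC363458 (at least 267-fold), Fmo2 (at least 254-fold) and Ptpro (at least 231-fold). LOC363458 lies in a run of 11 neighbouring genes with higher counts in hrPC12 replicate 1, and was at least 186-fold higher without that library. Zeros that arise by chance at this depth would not pass the test in 200 genes, which argues against them as the whole cause. The highest mean of a gene without reads in the other clone was 1398 normalized counts and 2 such genes reached 1000, while 91 of the 192 DE genes past a log2 FC of 8 had a mean above 1398 in the higher clone. This is consistent with a small share of reads passing between the libraries of the clones, which would give a few reads to any gene that is abundant in the other clone. A difference between the clones themselves, through REST or not, stays open and was not tested.

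Interferon-induced genes were singled out because the paper does not discuss them. Of a list of 25 genes from general knowledge, 21 were tested, and 8 were higher in hrPC12 past both thresholds, 10 with p values adjusted over the list alone. The list was written after the paper's Table S1 had been read, so its test is not independent of that table, and 2 of the 25 are in the paper's other gene lists. The median log2 FC of the 21 genes was 1.99. Mx2 had a log2 FC of 5.60 (standard error 0.22), Ifih1 of 4.01 (standard error 0.30) and Isg15 of 4.85 (standard error 0.53), each higher in both hrPC12 libraries. Isg15 and Rsad2 lie in runs of neighbouring genes with higher counts in hrPC12 replicate 1, and Isg15 had a log2 FC of 4.37 with that library scaled down in the runs. As a set the list had an adjusted p of 3.45e-06 with limma's camera and 0.00644 with fry. With library totals alone the median was 2.07, so the TMM factors did not produce the shift. Those factors lie between 0.942 and 1.05, and dropping them could not have removed a median of 1.99. Other faults of scaling are therefore not tested by this value. White blood cells mixed into hrPC12 are argued against only as far as a list of 17 markers, added later, covers them. Of the 17, 12 had under 10 normalized counts in both hrPC12 libraries, and the median was 1.27. Cd14 and Coro1a reached 100, and of the 6 markers tested Cd14 was higher (log2 FC 5.17) and Coro1a lower (log2 FC −2.20) in hrPC12 past both thresholds. The list leaves out other genes of such cells, among them Mpeg1 and Gzmb, with means of 1507 and 9374 normalized counts in hrPC12. White blood cells are therefore not excluded. A shift shared with neighbouring genes is argued against by a median log2 FC of 1.17 relative to the window around each gene, for the 14 genes in windows, whose own median was 0.88. Genes of the list that vary together by chance cannot be told apart from a response of the list, since camera with an estimated correlation gave an adjusted p of 0.166 and each clone has 2 libraries. A response of hrPC12 cells tied to the clone or to REST stays open as an untested hypothesis.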

How the results depend on the processing

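The fit with the legacy option off and the scaling of runs of genes were chosen only after the results were seen. All other alternatives were chosen earlier, but for single genes and for the lists of Tables S2 and S6 they were run on results added later.

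Over 158 combinations of the 22 planned results with an alternative, 137 kept their direction and their side of the threshold or moved less than the limit set, 4 became weaker, 5 stronger and 12 moved. None reversed. For 48 other results, mostly single genes, 323 of 340 did not change, 1 became weaker, 15 stronger and 1 moved.

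The lowest counts of DE genes came with edgeR's glmTreat, 353 lower and 321 higher in hrPC12, 43 genes of Table S4, 9 of Table S5, 5 muscle genes of Figure 3(b) and 11 genes of Table S6. That test asks for a change past a log2 FC of 2, so fewer calls follow from its construction. It found 55% of the simulated changes, which shared the same dispersion, so that share is not its power in these data. With every gene that had at least 1 read, 1127 genes were higher (977 lower), and without a test 2118 lay below −2 and 3359 above 2. The latter counts are over 18416 genes in place of 13726, and why more genes passed the test was not tested. An adjusted p under 0.05 gave 1088 genes higher and 1003 lower. With edgeR's RLE factors the counts were 901 and 870, with library totals 835 and 902, with filterByExpr 844 and 873, with DESeq2 912 and 878 (533 genes without an adjusted p), with a prior count of 2 747 and 664, with the legacy option off 781 and 720, and with hrPC12 replicate 1 scaled in the runs 740 and 649. Of the 749 and 665 DE genes, RLE factors kept 749 and 661, DESeq2 747 and 660, library totals 737 and 665, and scaling in the runs 724 and 635. The prior degrees of freedom that edgeR estimated were 3.13, against 5.58 with RLE factors, 5.02 with library totals and 6.11 with every gene. They were lower with filterByExpr (2.99), the legacy option off (3.06) and scaling in the runs (2.68). Of these, filterByExpr and the legacy option off also gave more DE genes than the main setting. The median log2 FC of all genes was 0.06, against 0.13 with library totals and 0.16 with every gene.

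The log2 FC of Rest passed the adjusted p threshold with RLE factors (3.38), library totals (3.46), every gene (3.42), DESeq2 (3.38) and the legacy option off (3.41, chosen after seeing the data), and did not in the main setting, with filterByExpr, a prior count of 2 or scaling in the runs. Its adjusted p ranged from 1.81e-10 to 0.0132 (Benjamini-Hochberg, edgeR or DESeq2), and glmTreat gave 0.103. The cause was not tested.

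The median log2 FC of Table S4 was −4.43 with a prior count of 2, which pulls genes near the floor toward 0. The genes past both thresholds ranged from 4 to 6 for the TFs of Table S3, from 16 to 25 for the matrix genes and from 89 to 145 for the REST genes of Table S2. No subunit of PRC or cofactor of REST passed under any alternative run. The genes with reads in one clone only that passed were 278 with DESeq2, 342 with library totals, and 536 when up to 3 reads per library were allowed, of 1009 such genes. With an estimated correlation, camera gave adjusted p values of 0.0869 for the chromaffin and secretory list, 0.119 for the muscle list, 0.166 for the interferon list and 0.0869 for the mesenchymal list, so the 4 calls of camera at the preset correlation hold under fry and not under this setting.

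With each library left out in turn, the median log2 FC was from −5.13 to −4.61 for Table S4 and from 4.29 to 4.91 for Table S5, the lower one without wtPC12 replicate 1. The log2 FC of Myod1 was from 8.09 to 8.27, of Smad3 from 4.04 to 5.14, of Fosl1 from 3.28 to 3.44 and of Myog from 6.07 to 6.96, with no value for Myog without wtPC12 replicate 2, where the other library holds no read. Rest was 6.97-fold higher without wtPC12 replicate 1 and 21.8-fold without wtPC12 replicate 2, so the wtPC12 libraries set its size. Genes below −2 numbered 1035 to 1272 and above 2 920 to 1414. Of 35 such values of planned results 31 stayed within the limit set, and of 176 of other results 172. Tcf12 is counted as within its limit, although its log2 FC changed direction. It went from −0.20 without wtPC12 replicate 1 to 0.80 without wtPC12 replicate 2.

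No paired analysis was possible because the labels of the wtPC12 and hrPC12 libraries do not share 2 replicate numbers. Medians per chromosome were not run, because 79.2% of the tested genes had a position, under the 80% set as the minimum, and on another build. The depth limits the fold changes of 323 DE genes, for which one clone is at or under 3 reads. With 2 libraries per clone, a 2-sided permutation test of a single gene cannot give a p value under 0.333. Tests of single genes that share no information across genes were not run.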

Differences from the paper's values

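No test here was chosen only after the result was seen, apart from the fit with the legacy option off. The paper states that REST in hrPC12 clones is at least 50-fold that of wtPC12, from earlier studies. In these libraries Rest mRNA was 10.69-fold higher. None of the alternatives set before the data were examined closed the gap. They ranged from 6.97-fold, without wtPC12 replicate 1, to 21.8-fold, without wtPC12 replicate 2. Whether the paper's statement refers to mRNA or protein is not given in that sentence. In the authors' deposited table Rest is 10.47-fold higher, with an adjusted p of 2.72e-12 from DESeq with Benjamini-Hochberg adjustment.

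The paper reports 1770 DE genes, and 1414 passed here (edgeR's quasi-likelihood test, Benjamini-Hochberg), 749 lower and 665 higher in hrPC12. Among the alternatives set before the data were examined, edgeR's RLE factors gave 901 and 870, DESeq2 912 and 878, library totals 835 and 902, and filterByExpr 844 and 873. The cause was not tested.

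The paper's Table S1 lists Rest among the DE genes. Here its adjusted p was 0.0115 (edgeR's quasi-likelihood test, Benjamini-Hochberg), and it passed with edgeR's RLE factors, library totals, every gene tested and DESeq2, all set before the data were examined, and with the legacy option off, which was chosen after seeing the values. Bcl2 of Table S5 and Itga6 of Figure 3(b) did not pass here and did under the first 4 of these. Thbs4 of Figure 3(b) passed with library totals, every gene and DESeq2. Ncald of Table S4 had a log2 FC of −1.99 and passed with RLE factors and DESeq2.

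The legend of Figure 1(b) places genes lower in hrPC12 in yellow circles and genes higher in white ones. Symbols and colours were read from the figure by eye, so a misread colour is not excluded. As read, both colours hold genes of both directions by the counts. Among the yellow ones Rest (log2 FC 3.42), Vim (at least 630-fold), Anxa1 (log2 FC 7.59) and Edn1 (at least 36.5-fold) were higher in hrPC12, and among the white ones Th (log2 FC −3.08) and Syt1 (log2 FC −6.42) were lower.

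The paper gives a median log2 FC of its possible REST nontarget genes that lies below its own log2 FC threshold. From the paper's numbers of these genes, lower and higher, that median is the 55th lowest of the higher ones. In the paper's Table S1 the 55th lowest log2 FC of all genes higher in hrPC12 is 2.17, and none of the alternatives bears on it.

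The methods of the paper and the heading of its Table S1 give different adjusted p thresholds. The highest adjusted p in the paper's Table S1 is 0.00997, and in the authors' deposited table 1770 genes pass 0.01 and 2008 pass 0.05, each with a log2 FC past 2 and the paper's filter. The paper's Table S1 holds 1768 genes.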

Other observations

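The counts past both thresholds and the set tests of the chromaffin, muscle and mesenchymal lists were set before the data were examined. So was the count for PRC subunits and REST cofactors. The tests of the spread of Rest between the wtPC12 libraries and of regional copy number were set before their results were seen. All other tests here were chosen only after the result was seen.

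Genes that are abundant in one clone were found at a low share in the other. For 11 genes with at least 5000 normalized counts in wtPC12 and a share under 0.25% in the mean of the hrPC12 libraries, among them Chgb (log2 FC −10.22, from −9.65 without hrPC12 replicate 1 to −11.20 without hrPC12 replicate 2), Scg2 (log2 FC −10.20, from −9.61 to −11.18 likewise), Scn3b and Syt4, the median share was 0.0643% in hrPC12 replicate 1 and 0.145% in replicate 2. The shares ranged from 0.0387% to 0.196% and from 0.0793% to 0.279%, and the limit on their mean narrows both ranges. The median ratio of replicate 1 to replicate 2 was 0.468 (0.251 to 1.17 over the 11 genes), against 0.945 for 72 genes with a share of 1% to 25%. For 14 genes in the other direction, among them Col3a1, Col5a2 and Thbs2, the median share in wtPC12 was 0.127%. Sampling noise is argued against by 340 reads of Chgb in hrPC12 replicate 1. A transfer of a small share of reads or material between samples, such as index misassignment, is a candidate explanation for the lower ratio. It would give every such gene of a library a similar share, so it alone does not account for the 0.196% of Scn3b in replicate 1. Under it, the fold changes of these genes would be smaller than those of the cells. That a few cells of the other kind live in each clone would give the same shares and was not tested.

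Rest differed 1.60 on the log2 scale between the wtPC12 libraries. Reads or cells of hrPC12 mixed into wtPC12 replicate 2 would have to make up 9.91% of that library to give its count of Rest, and would bring the same share of every other gene. This is argued against by 76 of the 5201 genes with at least 1000 normalized counts in hrPC12, which in wtPC12 replicate 2 lay under 10% of that share. Among 1705 tested genes of similar count in wtPC12, 6.57% differed as much, so the difference may be part of the spread between these libraries. Variation of REST between cultures of the clone stays open and was not tested.

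In 32 genes hrPC12 replicate 1 had under 10% of the count of replicate 2, where replicate 2 had at least 100. None of the 32 was a DE gene. Provisional identifiers were carried by 84.4% of them, against 12% of other tested genes, which is consistent with reads assigned differently in that library. Library size is argued against by the raw counts, whose median log2 ratio of replicate 1 to replicate 2 over all tested genes was 0.25, so replicate 1 is the larger library. No biological explanation was tested, since the design gives none for 1 library.

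The 39 runs of neighbouring genes with higher counts in hrPC12 replicate 1 hold 2980152 reads in replicate 1 and 1486455 in replicate 2. In the 23 runs of at least 20 genes the median log2 ratio was 0.78 to 0.87, with an SD of 0.0222, within the 0.0112 to 0.0335 that genes drawn at random from all runs gave, which is consistent with 1 factor applied to part of the genes. Between the wtPC12 libraries, whose ratios spread more (median absolute deviation 0.473, against 0.144 between the hrPC12 libraries outside runs), the same search found 56 runs, the longest of 12 genes. This argues against sampling noise or a chance order for the 29 runs in hrPC12 that are longer. For the 10 runs of at most 12 genes it is argued against by shuffled orders of the genes outside the longer runs, which gave at most 4 runs. The medians of these 10 runs were 0.41 to 0.90. That each read was counted 2 times is argued against by even counts in 49.7% of the genes in runs, against 50.5% outside. Copy number that differs between the cells of the hrPC12 libraries cannot be told apart from a fault of 1 library, since it could also give runs with medians only 0.0882 apart, and each library was made once. Of the DE genes, 79 higher and 14 lower in hrPC12 lie in runs, as do 40 of the Table S1 genes that did not pass here. In 37 of the 39 runs hrPC12 replicate 2 was also above the median outside runs relative to wtPC12 (median log2 ratio 0.44 in runs and −0.04 outside).

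Neighbouring genes shifted together between the clones. Over 171 windows of 50 genes along GRCr8, with 8550 genes, the SD of the window medians of log2 FC was 0.448, against 0.139 to 0.192 in shuffled orders, and 16 windows lay above and 2 below every shuffled window. The longest stretch, from Gdap1 to RGD1311517, holds 600 genes with a median log2 FC of 0.74, and the second, from Dnajb6 to Bicd1, 500 genes with 0.67, with 84.5% and 79% of their genes higher in hrPC12. Each of these stretches takes in every window of a single chromosome, so the shift runs along the whole chromosome as far as the windows cover it. The stretches were singled out after their values were seen. They hold 12.9% of the genes in windows, 24.1% of the 381 DE genes in windows that were higher and 7.32% of the 492 that were lower in hrPC12. Clusters of strongly changed genes are argued against as the whole cause by an SD of 0.393 with genes within a log2 FC of 2 alone. A bias of 1 library is argued against by ratios of hrPC12 to wtPC12 from pairs of libraries that share none. Outside the runs, the covariance of their window medians was 0.133 and 0.131 for the 2 ways of pairing, against at most 0.021 and 0.023 in shuffled orders. Between the wtPC12 libraries the SD there was 0.104 (shuffled at most 0.099). A bias shared by both libraries of a clone was not tested. A difference in copy number between the clones, of regions or of whole chromosomes, cannot be told apart from other causes that act as widely. The SD of 0.448 is the pattern itself, and copy number was not measured here. The shifts of the long stretches were 1.67-fold and 1.59-fold. Relative to their window, 331 of the 381 and 447 of the 492 stayed past a log2 FC of 2.

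The following lists were written from general knowledge after the paper's Table S1 had been read, so their tests are not independent of it. Of 28 chromaffin and secretory genes, of which 15 are in the paper's lists, 24 were tested and 18 were lower past both thresholds (median log2 FC −4.34, camera adjusted p 3.04e-12, fry 0.000406). That hrPC12 was made from cells other than PC12 is argued against by Th, at 19860 normalized counts in hrPC12, and Ddc had a log2 FC of 0.27. Of 41 skeletal muscle genes, 11 of them in the paper's lists, 25 were tested and 17 were higher past both thresholds (median log2 FC 4.11, camera adjusted p 1.34e-09, fry 0.00152). Against differentiated muscle cells mixed into hrPC12 speaks Des alone, with a log2 FC of −1.99 (adjusted p = 0.0527, edgeR's quasi-likelihood test, Benjamini-Hochberg). Its log2 FC was from −2.56 to −1.48 with each library left out in turn. Ckm had 1.18, and 21 of the 25 genes were higher in hrPC12, so this explanation is not excluded. Of 22 mesenchymal genes, 10 of them in the paper's lists, 16 were tested and 10 were higher past both thresholds, 11 with p values adjusted over the list alone (median log2 FC 4.17, camera adjusted p 1.31e-08, fry 6.67e-05). A program of the hrPC12 clone, through REST or not, stays open.

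Of 20 subunits of PRC and cofactors of REST, 13 were tested and 0 passed both thresholds, with 8 at an unadjusted p under 0.05. The lowest adjusted p was that of Ring1 (log2 FC −1.18, adjusted p = 0.0119, edgeR's quasi-likelihood test, Benjamini-Hochberg), which over the 7 alternatives run for it ranged from 6.85e-05 to 0.0125 (edgeR or DESeq2, Benjamini-Hochberg). Hdac1 (log2 FC 1.74, adjusted p = 0.0157 in the same test of edgeR, Benjamini-Hochberg) lies in a run of genes with higher counts in hrPC12 replicate 1, and its log2 FC was 1.25 with that library scaled in the runs and 2.06 without hrPC12 replicate 2. Its adjusted p ranged from 6.41e-06 to 0.0157 over the same 7 alternatives (edgeR or DESeq2, Benjamini-Hochberg).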
